A study of Oryza sativa with 4 samples. Its data were reported in "Comparative transcriptome and translatome analysis in contrasting rice genotypes reveals differential mRNA translation in salt-tolerant Pokkali under salt stress" (2018).

How the data were processed

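Poly(A) RNA was sequenced from whole 24-day-old rice seedlings of 2 cultivars, the salt-sensitive IR29 and the salt-tolerant landrace Pokkali (Pok), grown in nutrient solution alone or with 150 mM NaCl for 24 h. Per the study's methods, equal amounts of RNA from 3 biological replicates were pooled before each library was made, so each of the 4 groups (IR29 control, IR29 salt, Pok control, Pok salt) held 1 library and no replicate libraries. The polysome-bound RNA libraries of the study were not analysed here.

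The deposited table gave FPKM (fragments scaled by transcript length and by the number of mapped reads) for each assembled transcript, not on a log scale. Before deposition the authors removed low-quality reads, aligned the rest with TopHat to the MSU release 6.1 rice genome and annotation, assembled transcripts with Cufflinks, merged and classified them with Cuffmerge and Cuffcompare, and estimated levels with Cuffdiff. The sources gave no versions of these tools, and they did not say whether the libraries of both cultivars were scaled together. The table held 89715 transcripts, of which 57629 matched an annotated transcript (57420 with a locus name and 209 without one), and 32086 carried another class, such as 20099 spliced variants, 3180 intergenic transcripts and 2795 transcripts on the strand opposite a gene. FPKM was summed here over the matching transcripts of each locus, which gave 51249 loci, 42885 of them above 0 in at least 1 library and 12533 at 5 FPKM or more in at least 1 library. Gene descriptions were those deposited with the table. None of the locus names occurred in the reference gene table provided (0 matched), so no symbols were added.

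Read counts were not used here, so no intervals for counting error were computed. The relative size of 1 read was estimated from 36727 loci with a single matching transcript: among low values (below 0.5 FPKM in both libraries) the ratio between libraries piled up at 1 value. Relative to IR29 control, 1 read corresponded to 1.24 times the FPKM in IR29 salt, 1.45 times in Pok control and 1.60 times in Pok salt. Between 6.43% and 7.70% of the low loci lay within 0.5% of these ratios, against 0.145% to 0.211% around a ratio 5% higher. The Pok salt library thus had the coarsest values. The study listed more filtered reads for Pok control than for IR29 control, so these steps do not follow read number alone.

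All comparisons used log2(FPKM + 1). With 1 library per group, the 4 comparisons of libraries (salt against control in each cultivar, Pok against IR29 in each condition) had no test. A locus was counted as higher or lower when it reached 5 FPKM in 1 of the 2 libraries and its log2 ratio was at least 1 in size. The only test that 4 libraries allow was an additive fit of cultivar and salt with limma 3.58.1 in R 4.3.3, with a trend of the prior variance on mean level and Benjamini-Hochberg adjustment over the 12533 loci, called at 0.05. Its error is the departure between cultivars, with 1 residual degree of freedom. In this fit the prior degrees of freedom were infinite, so the spread of a locus itself was not used, its standard error followed from its level, and its adjusted p was smaller than so few libraries can warrant. After rescaling of the libraries the prior degrees of freedom were 7.12, and adjusted p from that fit is given beside the first. An interaction could not be tested.

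Gene lists (30), the rule for naming genes, the tests and most alternatives were fixed before the data were examined. Some lists hold loci or families that the study reported as responding to salt in these libraries, such as a pair of nicotianamine synthases. The place of such lists among random lists is therefore not an independent test. Lists came from words in the deposited descriptions or from loci: LEA and dehydrin, ABA core, Salt and ion transport, Osmolyte synthesis, Iron deficiency, Root markers, Light harvesting and photosystem nuclear, Calvin cycle, Plastid genome copies, ribosomal proteins, Core histones, Heat shock and chaperone, Glutathione S-transferase, Class III peroxidase, ROS enzymes, Expansin and wall loosening, Cellulose synthase, Aquaporin, Lipid transfer, Thionin, Protease inhibitor, Pathogenesis related, Metallothionein, Cupin, WRKY, NAC, MYB, AP2 ERF, HD-ZIP and Transposon. For each list, the median log2 ratio of members at 5 FPKM or more was placed as a percentile among 10000 random lists of the same size, each member replaced by a locus within 50 ranks of its mean level. The members of a family can share reads and regulation, so the percentile is descriptive and no p-value was drawn from it. The words for thionins also matched enzymes of methionine and cystathionine metabolism, and the list was split on that after its values were seen.

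Genes were named by rule among loci whose description names a function. For each comparison of 2 libraries these were the 8 per direction with the largest log2 ratio above 0 FPKM in both, the 3 per direction with the largest FPKM difference and up to 2 per direction listed at 0 in 1 library. For each fitted effect they were the 10 per direction with the largest effect among called loci of the same sign in both pairs. For opposite responses they were the 6 per side with the largest difference, and for lists 2 members per direction and any member of lists given by locus. Positions are those of the assembled locus on MSU release 6.1, which can span several genes.

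Alternatives fixed in advance were pseudocounts of 0.1 and 5 FPKM, no minimum level, a minimum of 10 FPKM, rescaling of FPKM by median-of-ratios factors over 6940 loci above 5 FPKM in every library, each transcript by itself, and limma without the trend. The factors were 0.947 for IR29 control, 1.07 for IR29 salt, 1.12 for Pok control and 0.879 for Pok salt. Chosen after the data were seen were the restriction to loci above 0 in every library, its combination with rescaling, and the addition of spliced variants. Other software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

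The fit was tested on simulated data built on the 12533 loci with 200 changed by known amounts. It recovered 78.0% of loci raised by a log2 of 2, 42.0% of those lowered by 2, 100% of those raised by 3 and 98.0% of those lowered by 3, while 0.122% of unchanged loci were called. Among 174 simulated calls 8.62% were unchanged loci. The simulated error was normal, with a common spread for loci of like level and no values listed at 0. Changed loci were drawn only from above the median level. These rates may therefore not carry over to the data. For the percentile, 6.00% of 200 random lists of 20 loci fell outside the middle 95%, and 100% of lists raised by 1 lay above 97.5.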

Results

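Levels of poly(A) RNA were compared between salt-sensitive IR29 and salt-tolerant Pok rice seedlings, each grown without added salt or with 150 mM NaCl for 24 h. There were 4 groups with 1 pooled library each, so a value from a single library carries no error of its own and differences between 2 libraries were not tested. At 5 FPKM or more there were 9875 loci in IR29 control, 10628 in IR29 salt, 9785 in Pok control and 8226 in Pok salt. Loci above 0 numbered 32746, 34382, 37143 and 30516 in the same order. The 10 most abundant loci held 11.9% of the summed FPKM of annotated loci in IR29 control, 10.4% in IR29 salt, 29.2% in Pok control and 19.9% in Pok salt. In the same order, annotated loci summed to 242625, 270154, 418606 and 259170 FPKM. All transcripts summed to 1.11258e+06, 933798, 1.00014e+06 and 928391 FPKM.

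The first question was which transcripts differed under salt in the sensitive cultivar. In IR29, dehydrins and other late embryogenesis abundant (LEA) proteins, which accumulate in drying seeds and water-stressed tissue, were far higher with salt, together with a peroxidase and a reductase of the jasmonate pathway family. The dehydrin LOC_Os11g26790 went from 5.41 to 130 FPKM (log2 ratio 4.35), its neighbour LOC_Os11g26780 from 1.14 to 44.8 (4.42), and the group 3 LEA protein LOC_Os05g46480 from 11.8 to 236 (4.21). The peroxidase LOC_Os12g02060 went from 1.45 to 68.1 FPKM (4.82), while in Pok it stayed at 0.798 in control and 0.207 with salt. The 12-oxophytodienoate reductase LOC_Os06g11200, of the enzyme family that leads to jasmonate, went from 0.343 to 26.5 FPKM (4.36) and stayed below 0.3 FPKM in Pok. The largest gains in FPKM were in the ubiquitin family locus LOC_Os02g06640 (180 to 495), the LEA locus LOC_Os01g21250 (98.5 to 398) and the proteinase inhibitor LOC_Os03g52370 (83.3 to 372).

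Transcripts lower in IR29 under salt included lipid transfer proteins, enzymes of metal chelation and photosynthesis genes. LTPL121 (LOC_Os04g46820) was at 24.1 FPKM in control and 0.381 with salt (log2 ratio -4.18), and LTPL120 (LOC_Os04g46810) at 27.4 and 0.785 (-3.99). A pair of nicotianamine synthases, which make the metal chelator nicotianamine, went from 23.2 to 0.471 FPKM (LOC_Os03g19427) and from 18.2 to 0.560 (LOC_Os03g19420). The MYB factor LOC_Os05g50340 was lower by a log2 of -3.79 (87.1 to 5.35 FPKM), the peroxidase LOC_Os01g18970 by -3.72 and the terpene synthase LOC_Os08g04500 by -3.18. The largest drops in FPKM were in the Rubisco small chain LOC_Os12g17600 (1154 to 267) and the chlorophyll-binding proteins LOC_Os01g52240 (785 to 314) and LOC_Os08g33820 (665 to 322).

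Of 11546 loci measured in IR29, 1513 were higher with salt and 556 lower, so 73.1% of those past the size criterion were higher, and the median log2 ratio was 0.20. After rescaling, 1201 were higher and 791 lower (60.3% higher, median 0.02). Of the loci past the size criterion 84 were listed at 0 in 1 library, among them the cytidine deaminase LOC_Os07g14150 (0 and 114 FPKM) and the hydroxyacid oxidase LOC_Os03g57220 (108 and 0). The membrane protein locus LOC_Os02g03230 (0 and 46.0) and the ferredoxin-NADP reductase LOC_Os06g01850 (97.6 and 0) were others.

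Many of the lists had more members higher than lower with salt in IR29. LEA and dehydrin members had a median log2 ratio of 2.47 (16 of 20 higher, none lower). The ABA core list, of loci for abscisic acid metabolism and signalling, had a median of 1.23 (10 of 17 higher). Pathogenesis related proteins had a median of 1.23 (20 of 39 higher, 3 lower) and Cupin proteins 1.27 (18 of 33 higher, 1 lower), each above all of the random lists. The SCP-like loci LOC_Os07g03288 and LOC_Os07g03377 had identical values (3.40 to 61.2 FPKM). WRKY factors had a median of 0.69 (16 of 45 higher, 1 lower), with LOC_Os01g40430 going from 0.549 to 18.8 FPKM. NAC factors had 0.61 (17 of 45 higher, 1 lower; 3 lower after rescaling), MYB factors 0.37 (20 of 72 higher, 4 lower) and AP2 ERF factors 0.42 (18 of 56 higher, none lower). Protease inhibitors had 0.77 (5 of 14 higher, none lower) and glutathione S-transferases 0.50 (12 of 39 higher, 1 lower). HD-ZIP factors (3 of 16 higher, 2 lower, percentile 44.8) and the Thionin list (3 of 32 higher, 2 lower, percentile 5.21) lay inside the middle 95% of random lists. The 17 thionin peptides alone, split after the values were seen, lay at percentile 1.33 (median -0.15, 2 higher, 2 lower). In Pok they lay at percentile 99.98 (median 0.31, 1 higher, 1 lower). The peptides were far lower in Pok than in IR29 (median log2 ratio of -4.69 in control), and ratios of FPKM + 1 shrink towards 0 at low FPKM. Their random lists were matched on mean level over all libraries and had a median of -0.31 in Pok. That percentile therefore does not by itself show a rise with salt.

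Other lists had medians below 0 in IR29 with salt. The 8 Root markers had a median log2 ratio of -1.97 (6 lower), below all random lists. The Iron deficiency list had -1.40 (4 of 7 lower), Core histones -0.77 (11 of 36 lower) and nuclear light-harvesting genes -0.73 (3 of 25 lower, 1 higher; 8 lower after rescaling). Class III peroxidases had 13 of 80 higher and 25 lower (median -0.35, below all random lists). Lipid transfer proteins had 11 of 63 higher and 14 lower (median -0.25, percentile 0.01; 7 and 18 after rescaling). Cellulose synthase genes had -0.35 (3 of 22 higher, 2 lower; 2 and 4 after rescaling).

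**Figure D1:**
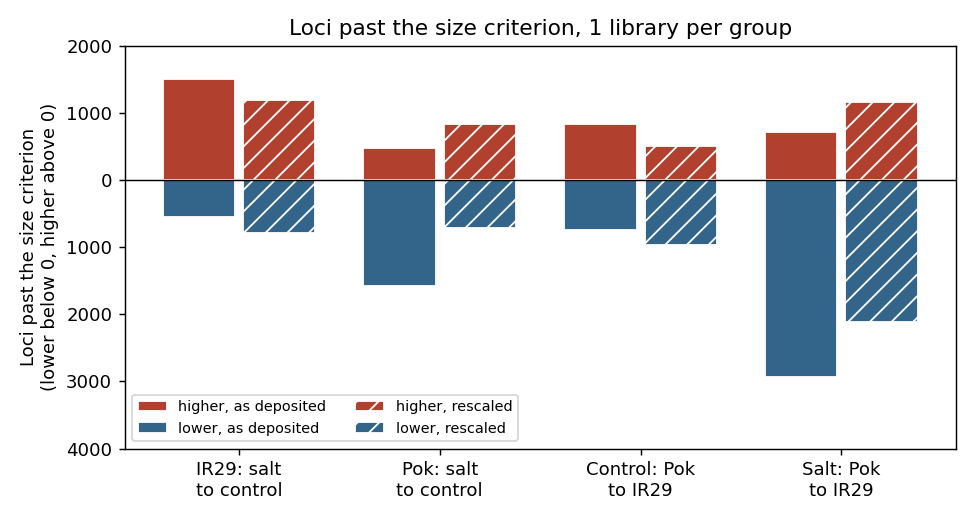
Bars give the number of loci higher (up) and lower (down) in each of the 4 comparisons of 2 libraries, with FPKM as deposited beside FPKM rescaled by median-of-ratios factors. In Pok with salt 475 loci were higher and 1574 lower as deposited, but 839 and 717 after rescaling.

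The same question was asked of the tolerant cultivar. In Pok the dehydrins stood out even more: LOC_Os11g26790 went from 1.56 to 480 FPKM with salt (log2 ratio 7.55), LOC_Os11g26780 from 0.310 to 85.3 (6.04) and the group 3 LEA locus LOC_Os05g46480 from 2.14 to 377 (6.91). These dehydrins share one assembled locus on chromosome 11 (14856501 to 14880171 of MSU release 6.1) with LOC_Os11g26750 (0.168 to 41.3 FPKM) and LOC_Os11g26760 (0.295 to 44.5), and LOC_Os11g26570 nearby went from 0.0998 to 52.6. A subunit of the mitochondrial import translocase (LOC_Os03g19290, 0.488 to 59.3 FPKM) and an AWPM-19-like membrane protein (LOC_Os05g31670, 0.425 to 55.2) were higher by log2 ratios of 5.34 and 5.30. The lipid transfer proteins LTPL7 (LOC_Os11g02369) and LTPL11 (LOC_Os12g02310) went from 581 to 1477 and from 366 to 914 FPKM, while in IR29 they were slightly lower with salt (322 to 274 and 194 to 151).

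Transcripts lower in Pok with salt included plastid-type genes and lipoxygenases. Nuclear loci described as the chloroplast ribosomal proteins S3 (LOC_Os09g24416) and L22 (LOC_Os09g24414) went from 602 to 39.2 and from 1415 to 109 FPKM. The RNA polymerase alpha subunit copy LOC_Os01g57946 went from 420 to 30.9 (log2 ratio -3.72), and other copies, LOC_Os06g39700 and LOC_Os09g07910, were lower by -3.65 and -3.64. The largest drops were in ribosomal protein S12 (LOC_Os02g24578, 3203 to 458), the Rubisco small chain LOC_Os12g17600 (4271 to 1654) and photosystem II protein Z (LOC_Os01g58038, 2887 to 310). Lipoxygenase 2.1 (LOC_Os12g37260), of the enzyme family that oxidises fatty acids, went from 43.7 to 2.82 FPKM, and the lipoxygenase LOC_Os12g37350 from 25.1 to 0.949. The thionin-like peptide LOC_Os07g24830 was lower by -3.59 (16.0 to 0.412).

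Of 10400 loci measured in Pok, 475 were higher with salt and 1574 lower (23.2% higher), with a median log2 ratio of -0.42. Rescaling turned the balance to 839 higher and 717 lower (53.9% higher, median -0.07), so the number of lower loci in Pok rests on how the libraries were scaled. At 0 in 1 library were 177 of the loci past the criterion. Among them were the coiled-coil protein LOC_Os06g47230 (0 in control, 1257 FPKM with salt), the diphosphate reductase LOC_Os03g52170 (0 and 54.4) and the ribosomal proteins LOC_Os08g03640 (86.1 and 0) and LOC_Os07g10720 (76.1 and 0).

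In the lists, LEA and dehydrin members had a median log2 ratio of 3.90 in Pok (15 of 20 higher, none lower) and the ABA core list 1.06 (10 of 17 higher, 1 lower). The Plastid genome copies, nuclear loci that read like plastid genes, had -2.43 (17 of 19 lower). The words for this list also took a pair of nuclear cytochrome b6-f subunits. Root markers had -1.51 (4 of 8 lower) and Core histones -0.73 (4 of 36 lower, 2 higher; 2 and 2 after rescaling). The Pathogenesis related list had 0.01 (3 of 39 higher, 2 lower, and 5 higher after rescaling). WRKY had 0.03 (none of 45 higher, 3 lower, and 5 higher after rescaling) and Cupin a median of 0 (3 of 33 higher, 2 lower). These medians near 0 lay above most random lists, whose medians were -0.31, -0.31 and -0.30 (percentiles 99.94, 99.99 and 99.3). After rescaling the medians were 0.19, 0.29 and 0.003, at percentiles 98.7, 99.9 and 83.3. NAC factors had -0.11, which turned to 0.22 after rescaling (6 of 45 higher and 3 lower as deposited; 8 and 1 after rescaling), and MYB factors -0.20, which turned to 0.10 (4 of 72 higher, 6 lower; 9 and 2 after rescaling). AP2 ERF factors had 0.28 (11 of 56 higher, 3 lower; 14 and 1 after rescaling) and Lipid transfer proteins 0.07 (14 of 63 higher, 7 lower, above all random lists; 19 and 5 after rescaling). Iron deficiency genes had -0.30, which turned to 0.03 after rescaling (2 of 7 lower), and light-harvesting genes -0.41 (1 of 25 higher, 3 lower; none lower after rescaling).

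**Figure D2:**
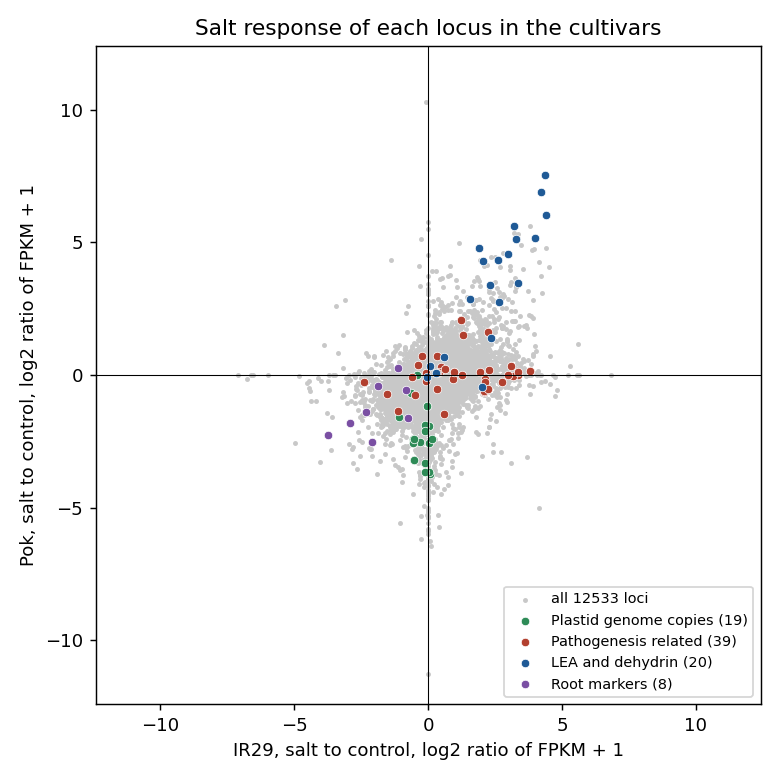
Each point is 1 of 12533 loci, with its log2 ratio of salt to control in IR29 on the horizontal axis and in Pok on the vertical axis, and 4 lists coloured. LEA and dehydrin loci sit at the upper right (medians 2.47 and 3.90) and Root markers at the lower left (-1.97 and -1.51). Plastid genome copies are low in Pok alone (-0.14 and -2.43) and Pathogenesis related loci lie to the right (1.23 and 0.01). For the last list, matched random lists in Pok had a median of -0.31.

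The mean salt effect over both cultivars was tested with the fit over all 4 libraries. A call in this fit does not by itself show the change in each cultivar. Among the loci that rose with salt were dehydrins, LEA proteins and some abscisic acid, NAC and homeodomain genes, and among those that fell were a pair of nicotianamine synthases, a pair of lipoxygenases and some Root markers. The dehydrin LOC_Os11g26790 rose by a log2 of 5.95 ± 0.389 (SE), with a limma adjusted p of 3.92e-48, or 0.0065 after rescaling. The LEA locus LOC_Os05g46480 (chromosome 5, 26864963 to 26866259) rose by 5.56 ± 0.384 (2.41e-43, 0.00582 after rescaling) and the dehydrin LOC_Os11g26780 by 5.23 ± 0.444 (2.36e-28, 0.00187). The seed maturation protein LOC_Os01g46600 rose by 4.61 ± 0.566, from 0.195 to 24.6 FPKM in IR29 and from 0.138 to 30.7 in Pok. The homeodomain leucine zipper LOC_Os02g43330 (chromosome 2, 26137425 to 26139774) rose by 4.28 ± 0.435, from 1.16 to 47.8 and from 2.10 to 50.6. Others among the largest rises were the dehydrins LOC_Os11g26750 (4.58) and LOC_Os11g26570 (4.41), LTPL102 (LOC_Os04g33920, 4.35), LOC_Os05g31670 (4.32) and LOC_Os03g19290 (4.28).

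Among the falls, the nicotianamine synthases LOC_Os03g19427 (chromosome 3, 10928200 to 10929613) and LOC_Os03g19420 fell by a log2 of 3.66 ± 0.638 and 3.22 ± 0.692, to below 0.6 FPKM in both cultivars (limma adjusted p of 1.68e-06 and 0.000337, or 0.00933 and 0.0264 after rescaling). Lipoxygenase 2.1 fell by 3.10 ± 0.46 (LOC_Os12g37260; 14.4 to 1.44 FPKM in IR29 and 43.7 to 2.82 in Pok), and LTPL112 (LOC_Os02g44310), one of the Root markers, had an effect of -2.999 ± 0.458. The lipoxygenase LOC_Os12g37350 fell by 2.83 (adjusted p of 0.00167, or 0.0457 after rescaling). With a minimum of 10 FPKM in place of 5, LOC_Os12g37350 (adjusted p of 0.117) and LOC_Os03g19420 (0.0688) were not called, with the same effects but errors of 1.05 and 1.09 in place of 0.671 and 0.692. The other 5 named falls rested on a library listed at 0 and were not called after rescaling, where the effects stayed about as large but their errors grew: LOC_Os03g57220 (-3.47 ± 0.385, and -3.33 ± 1.26 after rescaling), LOC_Os10g41710 (-3.33 ± 0.439 and -3.33 ± 0.782), LOC_Os10g41780 (-3.22 ± 0.410 and -3.23 ± 1.01), LOC_Os01g46070 (-2.92 ± 0.407 and -2.93 ± 0.992) and LOC_Os06g04510 (-2.78 ± 0.429 and -2.79 ± 0.868).

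**Figure D3:**
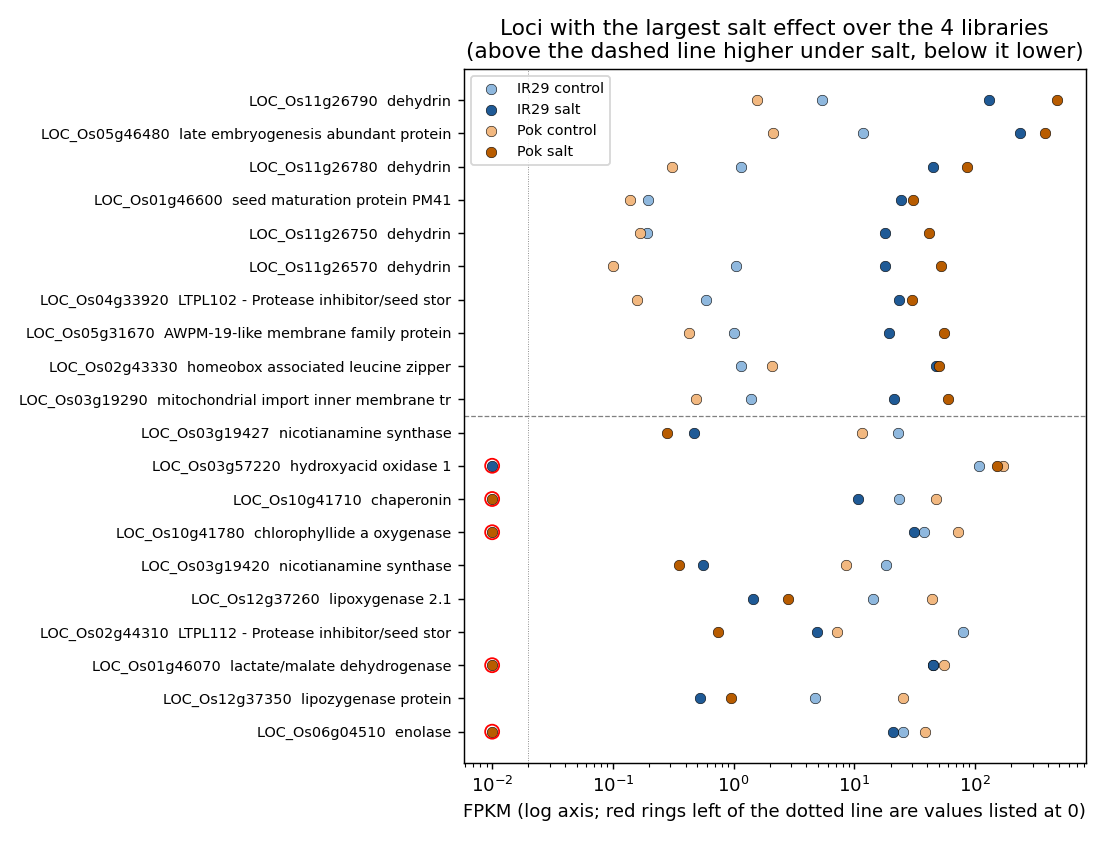
FPKM on a log axis in the 4 libraries for the 10 loci that rose most and the 10 that fell most with salt in the fit over both cultivars, with red rings for values listed at 0. Dehydrin LOC_Os11g26790 reached 130 FPKM in IR29 and 480 in Pok, and 5 of the falls hold a 0.

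In all, 245 loci rose and 204 fell among 12533 (1403 with an unadjusted limma p below 0.05). Of these, 237 and 169 had the same sign in both cultivars, but only 172 and 72 passed the size criterion in both. Without a minimum level the fit called 0 loci for salt and 0 for cultivar. A total of 18 rises and 49 falls held a value of 0. After rescaling 185 rose and 44 fell, and with rescaling and only loci above 0 in all libraries 341 rose and 133 fell, so the falls are less certain than the rises. By the size criterion alone, 236 loci were higher in both cultivars where independent lists would give 29.4, and 170 were lower in both where 53.0 would be. Opposite calls numbered 33 (higher in IR29, lower in Pok, against 97.9) and 4 (against 15.9) among 9413 loci measured in both, or 13 and 16 after rescaling. The log2 ratios of the cultivars had a Pearson r of 0.47 across these loci, which are not independent.

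Of 20 LEA and dehydrin members 13 rose and none fell (15 adjusted over the list alone). In the ABA core list 5 of 17 rose (10 rose and 1 fell adjusted over the list alone). They were the 9-cis-epoxycarotenoid dioxygenase LOC_Os07g05940, of the enzyme family that commits carotenoids to abscisic acid (3.09 to 27.5 FPKM in IR29, 0.670 to 12.8 in Pok), and the protein phosphatases 2C LOC_Os09g15670 (9.95 to 59.3 and 19.8 to 88.9), LOC_Os03g16170 (11.8 to 55.9 and 16.5 to 73.2), LOC_Os01g46760 and LOC_Os05g38290. Of 45 NAC factors 8 rose (10 rose and 1 fell adjusted over the list alone), led by LOC_Os11g03300 (5.76 to 65.4 in IR29 and 1.61 to 25.6 in Pok). HD-ZIP factors had 3 of 16 that rose, AP2 ERF factors 2 of 56 and MYB factors 3 of 72 that rose and 3 that fell (2 and none after rescaling). Heat shock and chaperone genes had 7 of 92 that rose and 3 that fell (6 and none after rescaling), with the small heat shock protein LOC_Os02g54140 at 0.549 and 8.85 FPKM in IR29 and 0.563 and 25.2 in Pok. Pathogenesis related proteins had 6 of 39 that rose (3 after rescaling), Cupin 3 of 33 that rose and 1 that fell (3 and none after rescaling), and Lipid transfer proteins 6 of 63 that rose and 5 that fell (3 and 3 after rescaling).

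Further groups leaned to a fall. Root markers had 4 of 8 that fell (5 adjusted over the list alone): LTPL112, the aquaporins LOC_Os02g44080 and LOC_Os02g51110, and LOC_Os03g01700. This list was chosen to stand for the tissue makeup of whole seedlings. A changed share of root was not told apart from a salt response. Both nicotianamine synthases named above were the 2 of 7 Iron deficiency members that fell. Core histones had 5 of 36 that fell (11 adjusted over the list alone, none after rescaling), and Plastid genome copies 11 of 19 (none after rescaling), although none of the 19 was lower by size in IR29 (median -0.14) and 17 were in Pok. Salt and ion transport genes had none of 9 called, and Osmolyte synthesis genes none of 5. In the former list the locus described as OsHKT1 (LOC_Os04g51820) went from 1.75 to 9.43 FPKM in IR29 and from 3.06 to 6.38 in Pok, and the sodium/hydrogen exchanger LOC_Os12g44360 from 8.82 to 10.8 and from 6.89 to 3.53. The study used the name OsHKT1 for another locus, Os01g20160.

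How the cultivars differed without salt was asked next; whether their libraries were scaled together is not stated, which bears on every level compared between them. Loci of a family of thionins, small antimicrobial peptides, had high FPKM in IR29 and very low FPKM in Pok. THION6 (LOC_Os06g32020) was at 252 FPKM in IR29 and 1.35 in Pok (log2 ratio -6.75), THION3 (LOC_Os06g31890) at 251 and 1.37, and THION5 (LOC_Os06g31960) at 218 and 1.26. These loci lie close together on chromosome 6 (18523663 to 18615806), and reads shared between them were not examined. Reads of both cultivars were aligned to a japonica reference genome. Diverged or missing copies in Pok were therefore not told apart from low expression by these values. The study reported that thionin genes abundant in unstressed IR29 rose with salt in polysome-bound RNA of Pok, so a full absence of all copies is unlikely. Which loci it meant was not examined here. The thionin-like peptide LOC_Os07g24830 was at 435 FPKM in IR29 and 16.0 in Pok. Plastid-type genes were the reverse, with ribosomal protein S12 (LOC_Os02g24578) at 157 FPKM in IR29 and 3203 in Pok (4.34), RNA polymerase alpha (LOC_Os01g57946) at 21.0 and 420 (4.25), and the Rubisco large chain copy LOC_Os01g58020 at 264 and 3069 (3.53).

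Plastid genome copies had a median log2 ratio of Pok to IR29 of 3.29 in control (18 of 19 higher) and nuclear light-harvesting genes 1.05 (15 of 25 higher, 1 lower, but 3 higher and 1 lower after rescaling, with a median of 0.81). Calvin cycle genes had 0.58 (5 of 18 higher, 1 lower; 2 and 1 after rescaling, with a median of 0.35), with the Rubisco small chain LOC_Os12g17600 at 1154 and 4271 FPKM. Root markers were lower in Pok, with a median of -2.10 (6 of 8 lower). A smaller share of root in the Pok seedlings was not told apart from other differences between the cultivars. Class III peroxidases had -0.55 (29 of 80 lower, 1 higher), Metallothioneins -1.10 (5 of 9 lower, 1 higher), Pathogenesis related proteins -0.65 (10 of 39 lower, 3 higher) and WRKY factors -0.61 (8 of 45 lower, 1 higher). The Thionin list had -0.24 over 32 members, but -4.69 over the 17 thionin peptides (10 lower) and -0.01 over the 15 methionine and cystathionine enzymes (none lower), a split made after the values were seen.

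Of 11018 loci measured in control, 837 were higher in Pok and 736 lower (53.2% higher, median log2 ratio 0.19). After rescaling 513 were higher and 961 lower (34.8% higher, median -0.05), so which side is larger depends on the scaling. Values of 0 in 1 library lay behind 202 of the calls. They included the initiation factor LOC_Os06g23440 (0 in IR29 and 68.1 FPKM in Pok) and, in Pok, LOC_Os06g47230 (2650 in IR29, 0 in Pok) and the chlorophyll-binding protein LOC_Os07g38960 (200 and 0).

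The cultivars were also compared under salt. The SCP-like extracellular proteins LOC_Os07g03368, LOC_Os07g03458 and LOC_Os07g03279 were at 270, 234 and 201 FPKM in IR29 salt and at 0.990, 0.822 and 0.706 in Pok salt (log2 ratios -7.09, -7.01 and -6.89). LOC_Os07g24830 was at 212 and 0.412 FPKM (-7.24), and the proteinase inhibitor LOC_Os03g52370 at 372 and 12.6 (-4.78). Higher in Pok salt were the peptide RALFL24 (LOC_Os11g26340, 0.333 in IR29 and 24.8 in Pok; 4.28), the cytochrome P450 LOC_Os06g01250 (1.13 and 34.8; 4.07), the metallothionein-like protein 3B (LOC_Os05g11320, 6.97 and 132; 4.06) and the BURP domain protein LOC_Os05g12410 (49.5 and 515; 3.35). LTPL26 (LOC_Os12g02300) and LTPL25 (LOC_Os11g02350) were at 507 and 437 FPKM in IR29 and 1915 and 1654 in Pok.

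Pathogenesis related proteins had a median log2 ratio of -2.50 (22 of 39 lower in Pok salt, 2 higher), WRKY factors -1.45 (29 of 45 lower, none higher; 22 lower after rescaling), Cupin proteins -1.33 (21 of 33 lower, 3 higher), NAC factors -0.87 (20 of 45 lower, none higher) and MYB factors -0.71 (27 of 72 lower, 3 higher). Thionin peptides had -5.62 (14 of 17 lower, 1 higher). Salt and ion transport genes had -0.997 (4 of 9 lower, 2 after rescaling) and Protease inhibitors -0.61 (6 of 14 lower). LEA and dehydrin genes were higher in Pok, with a median of 0.86 (8 of 20 higher, 2 lower; 12 higher after rescaling), against -0.24 in control. Light-harvesting genes had 1.31 (17 of 25 higher, 1 lower), Plastid genome copies 0.78 (7 of 19 higher, 10 after rescaling) and Lipid transfer proteins 0.44 (14 of 63 higher, 5 lower; 20 higher after rescaling). Of 11343 loci, 714 were higher in Pok salt and 2927 lower (19.6% higher, median -0.45), against 1165 and 2109 after rescaling (35.6% higher, median -0.16). A 0 in 1 library lay behind 360 of these calls.

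**Figure D4:**
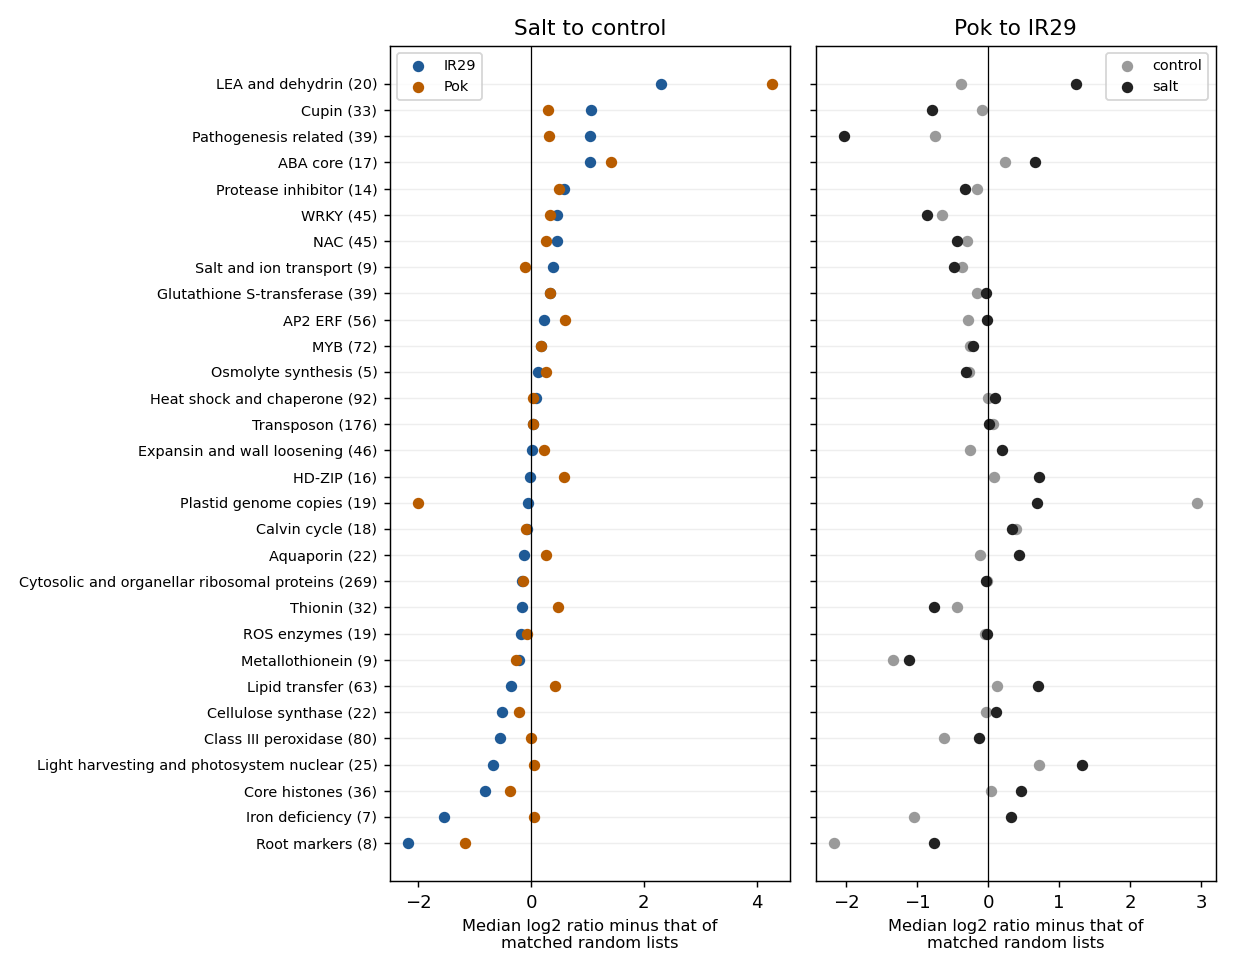
Median log2 ratio of each of 30 lists minus the median of its matched random lists, for salt to control in IR29 and Pok (left) and for Pok to IR29 in control and salt (right), which removes most of the effect of scaling. LEA and dehydrin genes lie far to the right under salt in both cultivars, and Plastid genome copies far to the right in Pok control.

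Differences between cultivars over both conditions were tested in the same fit. THION6 was lower in Pok by a log2 of 6.37 ± 0.395 (SE), with a limma adjusted p of 2.81e-54, or 4.65e-05 after rescaling. RALFL24 was higher by 3.97 ± 0.562 (2.88e-10, 0.00133 after rescaling; chromosome 11, 14611550 to 14612280) and the metallothionein-like protein 3B by 3.60 ± 0.388 (6.88e-18, 0.00124 after rescaling; chromosome 5, 6393818 to 6396035). In all 279 loci were higher in Pok and 607 lower (2140 with an unadjusted p below 0.05), 269 and 572 of them with the same sign in both conditions, and after rescaling 167 and 437. A value of 0 was held by 37 and 159 of them, such as LOC_Os06g23440, LOC_Os12g20410 and LOC_Os01g52110, listed at 0 in both IR29 libraries. By size, 241 loci were higher in Pok in both conditions against 36.7 for independent lists, and 478 lower against 115. The log2 ratios in both conditions had an r of 0.68 across 9828 loci.

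The Thionin list had 11 of 32 members lower, Pathogenesis related 14 of 39 lower and 2 higher (10 and 1 after rescaling), Class III peroxidases 19 of 80 lower and 1 higher (15 and none), Cupin 10 of 33 lower and 1 higher (6 and none), WRKY 9 of 45 lower, Aquaporins 5 of 22 lower and Root markers 3 of 8 lower (5 adjusted over the list alone). Plastid genome copies had 16 of 19 higher (4 after rescaling) and light-harvesting genes 11 of 25 higher and 1 lower (1 and 1 after rescaling).

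Zeros were not spread at random along the chromosomes. Of the 12533 expressed loci, 161 were listed at 0 in IR29 control, 157 in IR29 salt, 239 in Pok control and 410 in Pok salt, 967 values in all. Of these values 373 lay in assembled loci with 2 or more expressed genes, and for 254 of the 373 every transcript of the assembled locus was listed at 0 in that library. LOC_Os03g57220 was the last of 15 neighbours listed at 0 in IR29 salt, all in 1 assembled locus (chromosome 3, 32387637 to 32625406) whose transcripts summed to 491 FPKM in IR29 control, 677 in Pok control and 456 in Pok salt. LOC_Os07g38960 was among 15 neighbours at 0 in both Pok libraries (chromosome 7, 23068567 to 23372981). A stretch of 18 loci on chromosome 2 (35067501 to 35345585) was at 0 in every library but Pok control.

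**Figure D5:**
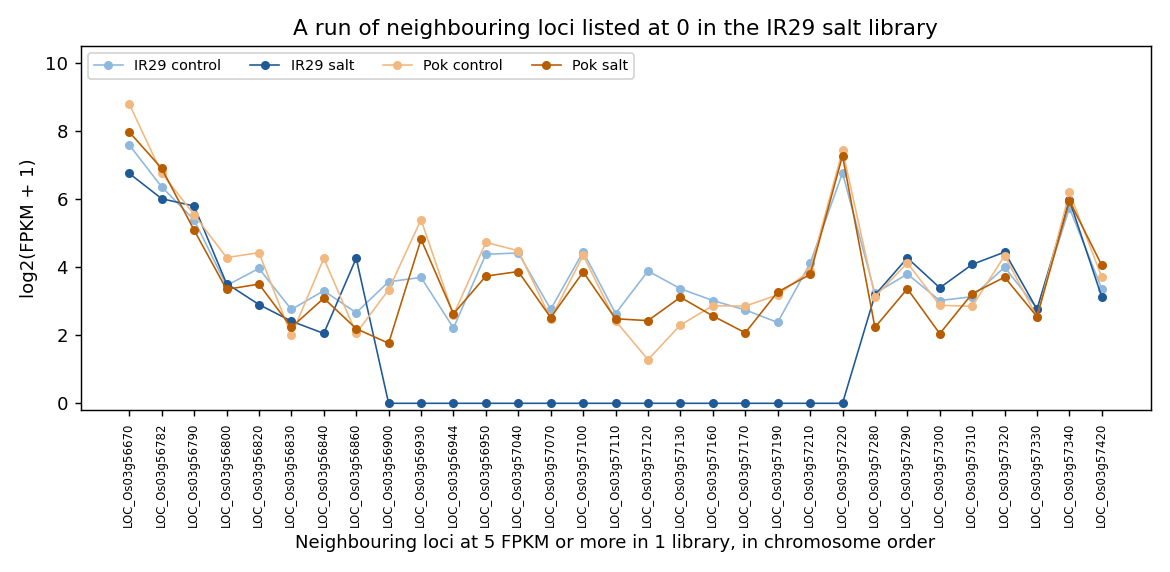
Levels as log2(FPKM + 1) in the 4 libraries along neighbouring expressed loci of chromosome 3, in order of position. The 15 loci from LOC_Os03g56900 to LOC_Os03g57220 are at 0 in IR29 salt and above 0 in the other libraries.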

Values the study reported

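The study assembled 89,715 transcripts over all of its libraries, polysome-bound RNA included, and placed 64.2% of them in annotated genes, 22.4% among spliced variants and 3.5% in intergenic regions. At the level of total RNA it reported 428 genes up and 89 genes down with salt in IR29, and 219 genes up and 397 genes down in Pok. Those counts rest on a false discovery rate in addition to the fold and the level. It also described about 10 thionin or thionin-like peptides as abundant in unstressed IR29. In IR29 it found them unaltered or slightly lower with salt, and in Pok higher in polysome-bound RNA, which was not analysed here.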

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

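Most tests here were chosen after the results were seen: the share of neighbours at 0, both tests of missing loci, the leaf share and the organelle RNA test. The tests of ribosomal proteins, of scaling and of depth were written before, but the Wilson 95% intervals used to read them were added after their values were seen.

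Some genes, and the median of the Lipid transfer list, had opposite signs with salt in the cultivars. These differences were not tested because 4 libraries leave no error for them. There were 33 loci higher in IR29 and lower in Pok, and 4 the other way, but 13 and 16 after rescaling, so the imbalance rests on the scaling. The mitochondrial phosphate carrier LOC_Os02g52860 was at 39.7 FPKM in IR29 control, 187 in IR29 salt, 150 in Pok control and 32.5 in Pok salt, a difference of log2 responses (Pok minus IR29) of -4.38. The cytochrome P450 LOC_Os06g01250 had the opposite pattern, with a difference of 4.68, and the locus LOC_Os04g46110, described as a fibroin heavy chain precursor, had 2.17. The dehydrogenase LOC_Os08g43190 had -5.06 and the polypyrimidine tract-binding protein LOC_Os08g33830 -4.24, but with spliced variants added the Pok response of the former turned positive (0.97) and the IR29 response of the latter dropped to 0.37, below the criterion. With a pseudocount of 5 FPKM, LOC_Os04g46110 (-0.84 in IR29 and 0.93 in Pok) and LOC_Os05g46040 (0.92 in IR29) no longer met it. Resting on a library listed at 0 were the 5-nucleotidase LOC_Os03g56310 (-9.16), the kinase LOC_Os05g43570 (-6.79), the protein phosphatase 2C LOC_Os05g46040 (-4.92), the glucosidase subunit LOC_Os01g54880 (6.05) and the GTP-binding protein LOC_Os01g54910 (5.92). The Lipid transfer list lay at percentile 0.01 of random lists in IR29 (median -0.25, 11 of 63 higher, 14 lower). In Pok it lay at percentile 100 (median 0.07, 14 higher, 7 lower).

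Transcripts outside annotated genes, which the comparisons did not use, also differed with salt. Intergenic transcripts numbered 213 higher and 77 lower of 798 in IR29 and 55 higher and 286 lower of 697 in Pok, with 11 higher in both. Transcripts on the strand opposite a gene numbered 186 higher and 103 lower of 1036 in IR29 and 133 higher and 276 lower of 911 in Pok, with 34 higher in both. These counts used FPKM as deposited and were not repeated after rescaling. Rescaling turned the balance of annotated loci in Pok from 475 higher and 1574 lower to 839 and 717, so the balances here can rest on scaling too.

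Expressed loci listed at 0 in single libraries came in stretches: 32.8% of such values had a neighbour at 0 in that library, against 4.50% on average and 8.07% at most in 1000 shuffles, in line with estimates that failed over whole assembled loci. Loci missing from a cultivar's genome are excluded as the cause for the 27.0% of zeros (261 of 967, interval 24.3% to 29.9%) with 5 FPKM or more in the cultivar's other library. For the 64.4% below 1 FPKM there (623), a missing or diverged locus remains open. Of ribosomal protein loci, which every cell uses, 3.35% (9 of 269, interval 1.77% to 6.24%) were at 0 in some library against 4.74% of all expressed loci, so true silencing of single genes cannot be told apart from failed estimates by this share, as its interval spans the bound.

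The balance of higher and lower loci under salt was opposite in the cultivars as deposited, and after rescaling 53.9% of Pok calls (interval 51.4% to 56.4%) and 60.3% of IR29 calls (58.1% to 62.4%) were higher. Scaling and a true shift of many transcripts cannot be told apart, since no spike-in RNA was used here and rescaling itself centres the ratios. The IR29 interval spans the bound of 60%, but it takes the loci of a library pair as independent. Fewer reads in the Pok salt library are excluded as the whole cause, because at 50 FPKM or more, where depth matters little, 72.8% of Pok calls (179 of 246, interval 66.9% to 77.9%) were still lower. A salt response that differs between the cultivars stays open and untested.

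Plastid-type transcripts were highest in Pok control, and under salt they were still higher in Pok than in IR29 (median log2 of 0.78, 7 of 19 higher). A larger share of leaf in that library is excluded as the whole cause: the Plastid genome copies exceeded the nuclear light-harvesting list by a median log2 of 2.23, and 16 of 19 copies lay more than 1 above it. Nuclear copies of 5 mitochondrial genes, whose true transcripts also lack long poly(A) tails, were higher in Pok control than in IR29 control by a median log2 of 1.18 (0.52 to 1.71, percentile 99.89) and lower in Pok with salt by -1.23. This is consistent with organelle RNA carried into that library, but under salt the mitochondrial copies did not exceed those of IR29 (-0.25), and the nuclear light-harvesting list was higher in Pok by more (1.31) than the plastid copies were, so for the smaller excess under salt a larger share of leaf is not excluded, and a difference between the cultivars in plastid transcription remains untested.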

How the results depend on the processing

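The restriction to loci above 0 in every library, its combination with rescaling and the addition of spliced variants were chosen after the data were seen. Among 136 counts under alternatives, 88 stayed within 1.5 times, and 869 of 928 values of named genes kept their sign and their call. The named genes were picked for large ratios or effects, which favours keeping a call. Of 360 list medians 349 kept their place relative to the middle 95% of random lists and, where outside it, their sign. The random lists were rescaled too, so a scale factor largely cancels in their percentiles. In all 22 medians changed sign, 20 of them after rescaling and 2 above 0 in every library. Without a minimum level 40 named limma calls were lost with unchanged effects (for example 5.95 for LOC_Os11g26790). The prior variance, its degrees of freedom and the number of loci differed. Errors were 0.452 to 7.18 times those of the first setting. They grew for LOC_Os11g26790 (0.940 in place of 0.389) and shrank for LOC_Os01g46600 (0.325 in place of 0.566). A minimum of 10 FPKM ended 5 calls with unchanged effects. Rescaling ended 7, whose effects moved by at most 0.13 while their errors grew at least 1.78 times. Besides the pairing by cultivar within the fit, no paired analysis was possible. Each group held 1 library and the labels gave no replicate numbers, and no library could be left out of the fit. The Pok salt library had the coarsest values, but the steps were estimated only among values below 0.5 FPKM. Whether they limit what can be said of loci near 5 FPKM there was not tested. The cause of the moves below was not tested unless their construction shows it (fewer or more loci entered, or ratios shrunk by a larger pseudocount).

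With a pseudocount of 5 FPKM, loci higher and lower were 872 and 250 in IR29 with salt (1513 and 556 in the first setting), 273 and 585 in Pok (475 and 1574), 449 and 455 for Pok against IR29 in control (837 and 736) and 400 and 1597 under salt (714 and 2927). Shared calls by size were 129 higher and 54 lower (236 and 170), and opposite ones 8 (33). With 0.1 FPKM the opposite ones were 53.

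Without a minimum level, 966 loci were lower in IR29, 784 higher and 2485 lower in Pok, 1399 higher and 1770 lower in Pok against IR29 in control, and 1143 and 4816 under salt. Shared calls were 355 higher and 294 lower, and opposite ones 85 and 17. The fit then called 0 loci in either direction for salt and 0 for cultivar (1524 and 3345 with an unadjusted p below 0.05), with prior degrees of freedom of 2.09. With a minimum of 10 FPKM the lower loci were 320, 969, 354 and 1763 in the same 4 comparisons, shared lower 92, opposite 11 and 2, and 326 loci lower in Pok in the fit (607).

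After rescaling, 839 were higher and 717 lower in Pok with salt, 513 higher in Pok control and 1165 in Pok salt, opposite calls 13 and 16 (33 and 4), falls with salt in the fit 44 (204) and loci higher in Pok 167 (279). Rescaled and above 0 in every library, 133 fell with salt. With each transcript by itself opposite calls were 53 and 7, and above 0 in every library the second was 2. Without the trend 932 loci were lower in Pok.

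The sign reversed for LOC_Os08g43190 in Pok with spliced variants added (0.97). Among lists outside the middle 95% of random lists, the salt median in Pok reversed after rescaling for Glutathione S-transferase (0.31), Expansin and wall loosening (0.11), NAC (0.22) and MYB (0.10), and above 0 in every library for NAC (0.0661). Among lists inside it, rescaling turned the salt medians in Pok of Osmolyte synthesis (to 0.21), Iron deficiency (0.03) and Aquaporin (0.07) and those in IR29 of Calvin cycle (-0.14) and HD-ZIP (-0.03). It also turned those of Pok against IR29 in control for ribosomal proteins (-0.02), Heat shock and chaperone (-0.06), ROS enzymes (-0.08), Cellulose synthase (-0.11), Aquaporin (-0.13), Protease inhibitor (-0.18) and Transposon (-0.08), and under salt for ribosomal proteins (0.14), Heat shock and chaperone (0.03), Expansin and wall loosening (0.01) and Cellulose synthase (0.02). Above 0 in every library the salt median of Metallothionein in IR29 turned to 0.02. The salt medians of the LEA and dehydrin, ABA core and Root markers lists kept their sign in both cultivars under every alternative run on lists.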

Other observations

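Of 9 Metallothioneins, small metal-binding proteins, LOC_Os01g05585 rose with salt in both cultivars (31.2 to 116 FPKM in IR29 and 14.0 to 185 in Pok) and LOC_Os12g38051 fell (149 to 42.5 and 17.6 to 5.23), and the list median was -0.21 in IR29 and -0.61 in Pok. Among 46 Expansin and wall loosening genes none was called for salt, while the beta-expansin LOC_Os09g29710 was at 19.3 and 89.0 FPKM in IR29 and at 4.72 and 5.01 in Pok. The list had 8 higher and 6 lower in IR29 and 2 higher and 4 lower in Pok, which turned to 6 and 9 and to 4 and 3 after rescaling. Of 22 Cellulose synthase genes 1 fell, CSLF8 (LOC_Os07g36630, 10.1 to 2.77 and 21.7 to 5.32 FPKM). Of 22 Aquaporins 2 fell with salt, both of them Root markers, and the list medians were -0.07 in IR29 and -0.11 in Pok (0.07 after rescaling). In the ROS enzymes list 1 of 19 rose, the monodehydroascorbate reductase LOC_Os08g44340 (19.3 to 58.2 and 10.4 to 27.1 FPKM). Of 39 Glutathione S-transferases 3 rose, among them LOC_Os01g49720 (2.91 to 13.7 and 3.52 to 18.6 FPKM).

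Cytosolic and organellar ribosomal protein genes, 269 in all, had a median log2 ratio with salt of -0.12 in IR29 (10 lower, 18 after rescaling) and -0.49 in Pok (41 lower, 24 after rescaling, and 4 higher), and 2 rose and 11 fell in the fit, none after rescaling. Of 14 Protease inhibitors 1 rose, the Bowman-Birk type LOC_Os01g03390 (9.52 to 49.7 FPKM in IR29 and 10.8 to 16.8 in Pok), which was not called after rescaling. The Cupin locus LOC_Os03g48770 rose from 9.61 to 160 FPKM in IR29 and from 11.3 to 53.1 in Pok. Of 80 Class III peroxidases 1 fell with salt and of 45 WRKY factors 1 (neither after rescaling). Of 32 loci matched as Thionin 1 rose, the cystathionine gamma-synthase LOC_Os10g37340, and 3 fell (1 and 1 after rescaling). Transposon loci numbered 176 above the minimum, of which 27 were higher and 7 lower in IR29, 12 higher and 23 lower in Pok (8 lower after rescaling), and 5 rose and 3 fell in the fit (4 and 1 after rescaling). Calvin cycle genes had a median of 0.03 in IR29, which turned to -0.14 after rescaling, and of -0.44 in Pok.

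Stretches of 5 or more neighbouring loci at 0 in a library held 112 values in 8 runs. Beside those already given were 7 loci from LOC_Os10g41650 to LOC_Os10g41820 and 6 from LOC_Os05g01444 to LOC_Os05g01490, all at 0 in Pok salt.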
